A study of Mus musculus with 12 samples. Its data were reported in "A FAK/HDAC5 signaling axis controls osteocyte mechanotransduction" (2020).

How the data were processed

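RNA-seq was performed on 12 libraries of Ocy454 cells, 3 for each combination of genotype and treatment. Genotype was control or DKO (labelled as lacking HDAC4 and HDAC5), and treatment was static or 3 h of FFSS. Total RNA was taken from cultured cells. Per the study's methods, the authors sequenced short single-end reads on a BGISEQ instrument, aligned them with STAR to the mm9 mouse genome with Ensembl annotation, and counted reads per gene with HTSeq. The study names different HTSeq versions in different places, and none is given here. FFSS was applied by agitating the culture dishes on a mixing platform. The deposited values are raw counts of reads per Ensembl gene, 1 column per library, which the authors neither normalised nor filtered. The file naming describes the counting as not stranded, so a read in a stretch shared by genes on opposite strands is ambiguous and not counted. HTSeq also leaves out reads that align to several places. Near-identical gene copies and overlapping genes can therefore lose reads, and 15 of the 44 genes reported overlap another gene. For 5 of them (Ankrd37, B3galt2, Slc16a3, Hdac7 and Itga10) the overlapping gene had more than 10% as many counts. Overlap was taken from the start and end of each gene, introns included, so whether counted stretches are shared was not checked.

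Each library held 37583 gene IDs and 5 HTSeq summary lines, of which the lines for unaligned and low-quality reads summed to 0. Symbols and coordinates were taken from an mm9 annotation, in which 37168 IDs (98.9%) had a symbol, and positions are given 1-based. Of the 37 mitochondrial gene IDs in that annotation, 0 were among the IDs counted, so no mitochondrial share was computed. Totals over genes were between 17.6 and 19.2 M reads per library. The floor of 3 counts covers counting error only, because reads amplified by PCR and carrying no molecular identifiers are not independent molecules.

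Samples were grouped by the titles the authors gave them. The titles number the replicates 1 to 3 in every group, and the pairing of replicates across groups rests on these numbers alone. The labels do not say whether replicates with the same number were handled together. The mean correlation of the deviations of same-numbered libraries from their group means was 0.00226 across genes, and that of differently numbered libraries −0.00116. Both are averages over all pairs of groups, for which the same-numbered value ran from −0.0245 to 0.0430. The differently numbered value largely follows from the other, because deviations from a group mean cancel out. Replicates were compared with a chi-square test of their counts over genes before they were averaged.

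Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by robust quasi-likelihood fits to the counts of all 12 libraries as 4 groups, with TMM normalisation. Following the study's methods, genes with 0 counts in 2 or more of the 12 libraries were removed, a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with more than a 2-fold change, and 14904 of the 24360 genes with any count were tested. This filter removed 193 genes although a group had a mean of at least 10 counts. The contrasts were FFSS against static in control and in DKO cells, the interaction (the DKO effect minus the control effect), and DKO against control cells in each condition. The standard error of a log2 fold change was obtained from the fold change and the F statistic. CPM values use the TMM-scaled library totals, and log2 CPM values a prior count of 2. Because all 12 libraries share the estimate of the spread, and the control libraries vary more than the DKO libraries, calls in DKO cells are conservative and calls in control cells are liberal relative to fits of each genotype alone. The share of counts outside annotated genes was compared with an exact two-sided permutation test. The Wilson interval of the share of called genes is at 95%. It takes genes as independent and covers neither counting error nor the choice of model.

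The genes named are the 3 with the highest and the 3 with the lowest log2 fold change among those called in each of FFSS in control cells, FFSS in DKO cells, the interaction, and DKO against control static cells. They had an average log2 CPM above 1 and, except for the interaction, all 3 libraries of one group above all 3 of the other. Among any genes, 10% would show such separation by chance for 3 against 3. In DKO cells only 2 genes were called higher. The targeted genes and other genes the study names (Gpr35 and Cd244 only among its primers) were added as a fixed list of 22 IDs. Mss51 is listed as Zmynd17 in the annotation. Gene lists for hypoxia, heat shock, SRF and YAP targets, and proliferation were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 20 tests of 4 lists and 5 contrasts.

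The groups, designs, alternatives and gene lists were fixed before the data were examined, but after the study had been read. In the hypoxia list 4 genes (Ankrd37, Adm, Vegfa and Ndrg1) were treated as named by the study, of which only Ankrd37 is in the fixed list. The alternatives were RLE factors, library totals alone, another or no filter on low counts, fits of the 6 libraries of a comparison, DESeq2 1.42.0, the edgeR exact test, limma-voom, other thresholds, equal depth by downsampling, the replicate number as a block, and each replicate left out in turn, and for the gene lists an inter-gene correlation estimated per list and 10000 random lists matched on expression. Others were chosen after seeing the data. These were the share of reads outside genes as a covariate, a correction for GC content and gene length (mgcv 1.9.3, with and without the block, 13141 of the tested genes or 88.2% having both values), the subtraction of a DKO profile from control libraries, and the hypoxia list without the 4 genes. For the profile, 12 genes were used, and an earlier, looser rule was tried first. The edgeR procedure was tested on simulated counts for 14414 genes, with changes of a log2 of 1.5. FFSS in control cells, the interaction and DKO against control static cells had 200 changed genes each. FFSS in DKO cells had 0, and DKO against control FFSS cells had 400. A further small set of genes was lowered by less than the fold limit in all FFSS libraries and was not counted as changed. The procedure recovered 99.5% of the genes changed by FFSS in control cells and 98% of the interactions. There was 1 false call in the 5 contrasts together. The simulated dispersion was 0.01, so these figures do not cover groups of unequal spread, such as the control FFSS libraries here. Gene ontology and upstream regulator analyses were not run, because no gene-set database was used here.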

Results

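RNA-seq was performed on Ocy454 cells, a mouse osteocyte line derived from long bone. Osteocytes are the cells buried in bone matrix that sense mechanical load. Cells labelled as original (control) and cells labelled as lacking HDAC4 and HDAC5 (DKO) were kept static or exposed to fluid flow shear stress (FFSS) for 3 h. HDAC4 and HDAC5 are class IIa histone deacetylases, proteins that repress transcription when they are in the nucleus. Each of the 4 groups had 3 replicates, giving 12 libraries. The total of reads assigned to genes was 18.9 ± 0.0310 M in control static, 18.3 ± 0.404 M in control FFSS, 19.1 ± 0.0532 M in DKO static and 18.4 ± 0.720 M in DKO FFSS cells (SD, n = 3 each). The smallest library held 17.6 M and the largest 19.2 M assigned reads. At this depth the floor of 3 counts corresponded to between 0.156 and 0.171 CPM, the count scaled to the library's total.

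In a principal component analysis of all libraries, the first component held 67.4% of the variance and separated control from DKO cells. The second component held 15.3%, and the control FFSS libraries were spread along it. Their scores were −8.27, 45 and 46.8 for replicates 1, 2 and 3, whereas the 3 control static libraries lay between −32.7 and −30.5. The DKO libraries lay between −4.96 and −2.76 in static cells and between 6.88 and 8.81 under FFSS. No pair of replicates matched within sampling noise, so every library was counted separately. The chi-square statistic per degree of freedom was between 2.02 and 5.66 for the 9 replicate pairs outside control FFSS. Among the control FFSS libraries it was 63.8 for replicates 1 and 2, 58.0 for replicates 1 and 3, and 6.45 for replicates 2 and 3. The biological coefficient of variation was 0.190 in control FFSS cells, against 0.0328 in control static, 0.0448 in DKO static and 0.0358 in DKO FFSS cells.

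**Figure D1:**
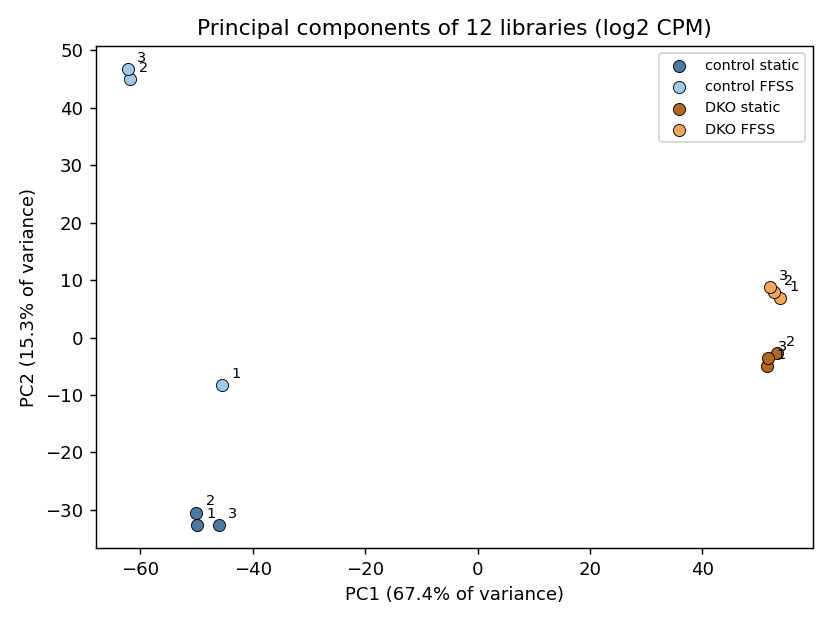
Principal component scores of the 12 libraries from log2 CPM, with component 1 (67.4% of the variance) on the horizontal axis and component 2 (15.3%) on the vertical axis, 1 point per library and colours for the 4 groups. Control and DKO libraries separate along component 1, and control FFSS replicate 1 (−8.27 on component 2) lies apart from replicates 2 and 3 (45 and 46.8).

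The targeted genes were examined first in every library. The annotation holds Hdac4 as 2 gene IDs. The longer, ENSMUSG00000026313 (mm9 chromosome 1, 93829334 to 94044970, minus strand), had 550, 458 and 484 counts in control static, 597, 775 and 860 in control FFSS, 220, 309 and 259 in DKO static, and 239, 214 and 250 in DKO FFSS libraries. Its log2 fold change between DKO and control static cells was −0.85 (SE 0.14, edgeR Benjamini-Hochberg adjusted p = 0.000102). The shorter, ENSMUSG00000073617 (chromosome 1, 93825362 to 93827753), was lower by less, with a log2 fold change of −0.39 (SE 0.14, edgeR adjusted p = 0.0281), and was not past the threshold in 6 of 26 alternatives. Hdac5 (ENSMUSG00000008855, chromosome 11, 102055746 to 102091480, minus strand) had 2473, 2706 and 2421 counts in control static and 1503, 1461 and 1634 in DKO static libraries, a log2 fold change of −0.65 (SE 0.08, edgeR adjusted p = 7.94e-06). Under FFSS, Hdac5 counts were 1755, 1457 and 1664 in control and 1687, 1553 and 1660 in DKO libraries, and the difference between genotypes (log2 fold change 0.19, SE 0.08) was not past the threshold over all genes (edgeR adjusted p = 0.0512) but was over the fixed list of genes described with the methods (edgeR adjusted p = 0.0307). Transcripts of both targeted genes were therefore reduced in the libraries labelled DKO under static conditions and were not lost. Gene-level counts do not show whether the transcripts encode protein.

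To determine which genes respond to FFSS, control FFSS cells were compared with control static cells. Of 14904 genes tested, 884 were called (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05 and more than a 2-fold change), 590 higher and 294 lower. With no fold limit, 5338 genes passed the adjusted p threshold. With the replicate number as a block, 882 genes were called, of which 839 were among the 884. Control replicates sharing a number did not deviate together, since the mean correlation of their deviations from the group means, across genes, was 0.00211. Adding each library's share of reads outside annotated genes to the model, an alternative chosen after seeing the data, lowered the count to 198 genes, 73 higher and 125 lower, whereas leaving out control FFSS replicate 1 raised it to 1696. The response differed between the replicates by more than these counts convey. The number of genes with a log2 difference from the control static mean above 1 in either direction was 435, 1715 and 1772 for control FFSS replicates 1, 2 and 3. Across genes, which are not independent replicates, the response of replicate 1 correlated with those of replicates 2 and 3 at r = 0.470 and r = 0.479, while replicates 2 and 3 correlated at r = 0.871.

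The genes with the highest fold changes among those called, by the rule stated with the methods, were Il1rl1, Ereg and Klhdc8a. Il1rl1 (ENSMUSG00000026069, chromosome 1, 40486415 to 40522260) rose from 4.30 ± 0.802 to 26.1 ± 9.26 CPM (SD, n = 3, log2 fold change 2.60, SE 0.25, edgeR adjusted p = 3.12e-05). Ereg (ENSMUSG00000029377, chromosome 5, 91503643 to 91522675) rose from 0.368 ± 0.108 to 1.68 ± 0.971 CPM (SD, n = 3, log2 fold change 2.18, SE 0.46, edgeR adjusted p = 0.00316). It was not past the threshold when the share of reads outside genes was in the model (log2 fold change 0.62). Klhdc8a (ENSMUSG00000042115, chromosome 1, 134195203 to 134203934) rose from 21.6 ± 1.86 to 94.1 ± 28.0 CPM (SD, n = 3, log2 fold change 2.12, SE 0.20, edgeR adjusted p = 4.77e-05). The lowest fold changes were those of Ankrd37, Adamtsl1 and Egln3. Ankrd37 (ENSMUSG00000050914, chromosome 8, 47082256 to 47085221) fell from 33.4 ± 2.61 to 1.12 ± 0.566 CPM (SD, n = 3, log2 fold change −4.89, SE 0.23, edgeR adjusted p = 2.83e-08). It overlaps Ufsp2 on the opposite strand, and because counting was not stranded its level is uncertain. Adamtsl1 (ENSMUSG00000066113, chromosome 4, 85699819 to 86074289) fell from 50.7 ± 4.17 to 4.92 ± 2.77 CPM (SD, n = 3, log2 fold change −3.37, SE 0.27, edgeR adjusted p = 1.8e-05). Egln3 (ENSMUSG00000035105, chromosome 12, 55279968 to 55304847) fell from 363 ± 14.7 to 35.9 ± 13.6 CPM (SD, n = 3, log2 fold change −3.34, SE 0.24, edgeR adjusted p = 1.59e-05). All 6 are protein-coding genes.

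To ask how cells labelled as lacking HDAC4 and HDAC5 respond, DKO FFSS cells were compared with DKO static cells. Here 13 genes were called by edgeR, 2 higher and 11 lower, and 130 passed the adjusted p threshold with no fold limit. With the replicate number as a block, 14 genes were called, among them all 13 (correlation of same-numbered deviations −0.0245 between the DKO groups). This count depended on the libraries that shared the estimate of the spread. When only the 6 DKO libraries were fitted, 46 genes were called, and when only the 6 control libraries were fitted, the control comparison gave 438. Acta1 (ENSMUSG00000031972, chromosome 8, 126415669 to 126418651) rose from 2.45 ± 0.485 to 6.15 ± 0.527 CPM (SD, n = 3, log2 fold change 1.33, SE 0.15, edgeR adjusted p = 0.00122). Wnt11 (ENSMUSG00000015957, chromosome 7, 105983622 to 106003705) rose from 1.31 ± 0.236 to 2.99 ± 0.332 CPM (SD, n = 3, log2 fold change 1.19, SE 0.17, edgeR adjusted p = 0.0067). Gpr35 (ENSMUSG00000026271, chromosome 1, 94869696 to 94882968) fell from 7.22 ± 3.05 to 0.441 ± 0.217 CPM (SD, n = 3, log2 fold change −4.03, SE 0.52, edgeR adjusted p = 0.00878). Ankrd37 fell from 9.60 ± 2.06 to 1.13 ± 0.157 CPM (SD, n = 3, log2 fold change −3.07, SE 0.25, edgeR adjusted p = 4.21e-05). Egln3 fell from 31.8 ± 6.53 to 6.4 ± 0.768 CPM (SD, n = 3, log2 fold change −2.31, SE 0.28, edgeR adjusted p = 0.00734). Of these 5 genes, Gpr35 was not past the threshold in 3 of its 26 alternatives and Egln3 in 1 of 26.

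The responses of the 2 genotypes were then set against each other. Of the 884 genes called in control cells, 11 were also called in DKO cells in the same direction (1.24%, 95% Wilson interval 0.696 to 2.21), all of them lower. The share was 1.36% with the replicate number as a block (correlation of same-numbered deviations 0.00226 over all pairs of groups). When each comparison was fitted on its own 6 libraries the share was 4.11%. A gene that passes in one genotype and not in the other is not thereby shown to differ, so the interaction was tested. It was called for 97 genes (edgeR, 56 higher and 41 lower), and for 84 with the block, 76 of them shared. In all 97 the interaction was opposite in sign to the effect in control cells. An interaction call was made for 80 of the 884 genes (9.05%), and 117 (13.2%) had an interaction with an edgeR adjusted p under 0.05. Leaving out control FFSS replicate 1 moved the interaction count most, to 1138 genes. DKO cells changed in the same direction as control cells for 435 of the 590 genes called higher (73.7%) and for 235 of the 294 called lower (79.9%). The median log2 fold change of the genes called higher was 1.5 in control and 0.25 in DKO cells, and of those called lower −1.37 and −0.21. The control medians are inflated because the genes were chosen in control cells. By replicate, the medians of the genes called higher were 0.62, 1.49 and 1.61 in control and 0.20, 0.22 and 0.28 in DKO libraries, and of those called lower −0.77, −1.78 and −1.64 in control and −0.17, −0.25 and −0.22 in DKO libraries. Every DKO median was thus smaller in size than every control median.

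**Figure D2:**
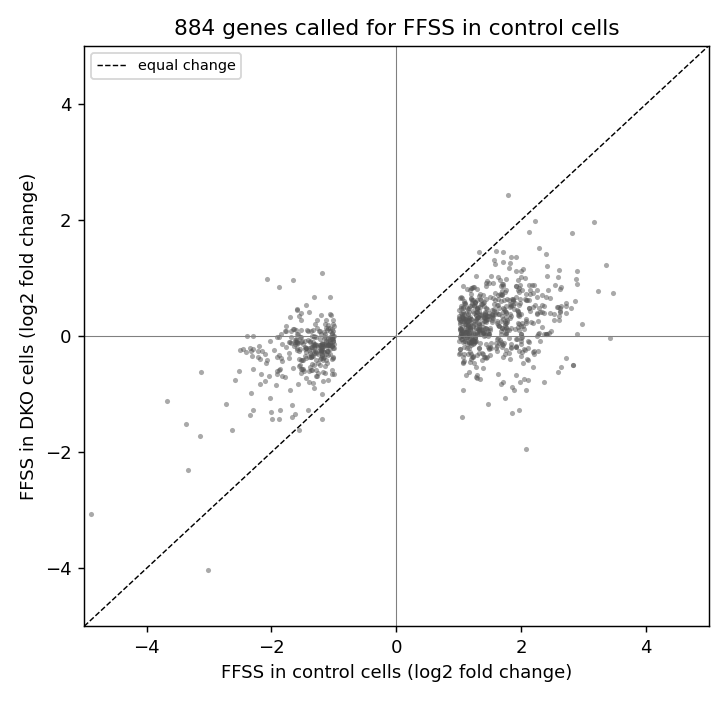
Log2 fold change under FFSS in DKO cells (vertical axis) against control cells (horizontal axis) for the 884 genes called in control cells, 1 point per gene, with a dashed line where both changes are equal. Most points lie closer to 0 on the DKO axis, with medians of 0.25 for the 590 genes called higher and −0.21 for the 294 called lower, against 1.5 and −1.37 in control cells, where the genes were chosen.

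The interaction genes with the highest values were Adm, Hspa1b and Robo1. Adm (ENSMUSG00000030790, chromosome 7, 117771175 to 117773331) fell from 3.26 ± 0.479 to 0.364 ± 0.268 CPM in control and from 18.3 ± 4.03 to 12 ± 1.35 CPM in DKO cells (SD, n = 3, interaction log2 fold change 2.52, SE 0.43, edgeR adjusted p = 0.00804). Hspa1b (ENSMUSG00000090877, chromosome 17, 35093381 to 35096183) fell from 31.2 ± 1.42 to 6.32 ± 2.25 CPM in control cells and was 2.06 ± 0.245 and 2.07 ± 0.0183 CPM in DKO cells (SD, n = 3, interaction 2.31, SE 0.31, edgeR adjusted p = 0.00161). It has a near-identical copy, Hspa1a, so its counts are uncertain. Robo1 (ENSMUSG00000022883, chromosome 16, 72663394 to 73046340) fell from 3.06 ± 0.339 to 0.556 ± 0.525 CPM in control cells and was 3.33 ± 0.319 and 2.85 ± 0.404 CPM in DKO cells (SD, n = 3, interaction 2.24, SE 0.51, edgeR adjusted p = 0.03), and was not past the threshold in 10 of its 24 alternatives. The lowest interaction values were −1.79 for Abca3 (ENSMUSG00000024130, chromosome 17, 24488895 to 24547146; SE 0.33, edgeR adjusted p = 0.0107), −1.78 for Sema7a (ENSMUSG00000038264, chromosome 9, 57787920 to 57810671; SE 0.22, edgeR adjusted p = 0.00161) and −1.71 for Tnfsf11 (ENSMUSG00000022015, chromosome 14, 78677252 to 78707850; SE 0.24, edgeR adjusted p = 0.00236). Sema7a rose from 12.3 ± 1.77 to 49.4 ± 12.2 CPM in control cells and was 55.2 ± 3.65 and 64.7 ± 2.77 CPM in DKO cells (SD, n = 3). Tnfsf11, which encodes RANKL, rose from 0.999 ± 0.145 to 3.40 ± 0.312 CPM in control cells and was 13.5 ± 0.446 and 14.0 ± 2.71 CPM in DKO cells (SD, n = 3). Abca3 rose from 1.63 ± 0.372 to 4.24 ± 1.10 CPM in control cells and was 5.70 ± 1.19 and 4.29 ± 0.594 CPM in DKO cells (SD, n = 3).

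DKO and control cells were compared under each condition to find genes that differ with genotype. In static cells 2278 genes were called by edgeR, 1190 higher and 1088 lower in DKO cells, and under FFSS 2565 were called, 1230 higher and 1335 lower. With the replicate number as a block the counts were 2271 and 2545, with 2247 and 2517 shared (correlation of same-numbered deviations −0.00955 between the static and 0.0256 between the FFSS groups). Dropping the fold limit moved these counts most, to 8084 and 8438. All control libraries were of one cell line and all DKO libraries of another, so genotype and line cannot be told apart. Col2a1 (ENSMUSG00000022483, chromosome 15, 97806033 to 97835155) was 3.68 ± 4.70 CPM in control and 1819 ± 243 CPM in DKO static cells (SD, n = 3, log2 fold change 8.95, SE 0.97, edgeR adjusted p = 4.98e-05). Col10a1 (ENSMUSG00000039462, chromosome 10, 34109787 to 34116891) was 1.25 ± 1.44 and 602 ± 53.2 CPM (SD, n = 3, log2 fold change 8.91, SE 0.59, edgeR adjusted p = 1.83e-06). B3galt2 (ENSMUSG00000033849, chromosome 1, 145487794 to 145497536), which overlaps Cdc73 on the opposite strand and is therefore uncertain, was 0.368 ± 0.279 and 145 ± 2.73 CPM (SD, n = 3, log2 fold change 8.60, SE 0.29, edgeR adjusted p = 8.66e-10). The low control values of these 3 genes were unequal between replicates. With single libraries left out in turn, the log2 fold change ran from 8.49 to 10.9 for Col2a1. It ran from 8.41 to 10.5 for Col10a1 and from 8.25 to 9.39 for B3galt2. Nkd1 (ENSMUSG00000031661, chromosome 8, 91045243 to 91118786) had at most 3 counts in each DKO static library and was at least 102-fold lower than in control static cells (17 ± 0.622 CPM, SD, n = 3, edgeR adjusted p = 7.77e-11). Morc1 (ENSMUSG00000022652, chromosome 16, 48431350 to 48631018) had at most 2 counts and was at least 112-fold lower than in control static cells (18.6 ± 1.08 CPM, SD, n = 3, edgeR adjusted p = 8.14e-10). Slc16a3 (ENSMUSG00000025161, chromosome 11, 120809794 to 120822182), which overlaps Csnk1d on the opposite strand, was 64.5 ± 3.96 CPM in control and 0.386 ± 0.109 CPM in DKO static cells (SD, n = 3, log2 fold change −7.36, SE 0.25, edgeR adjusted p = 9.25e-11).

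Genes that the study names, Gpr35 and Cd244 only among its primers, were examined as a fixed list of 22 gene IDs. For FFSS in control cells 11 had an edgeR adjusted p under 0.05 over all genes and 13 over the list alone, and 5 were called. For FFSS in DKO cells the numbers were 3, 3 and 3, for the interaction 4, 5 and 3, for DKO against control static cells 18, 20 and 7, and for DKO against control FFSS cells 19, 21 and 9. Sost, which encodes sclerostin (ENSMUSG00000001494, chromosome 11, 101823772 to 101828329), had 28, 41 and 236 counts in control static and 221, 2 and 46 counts in control FFSS libraries, and FFSS had no detectable effect on it in control cells (log2 fold change −0.24, SE 1.02, edgeR adjusted p = 0.878). The sign of this change differed between settings, with 1.32 when control static replicate 3 was left out. In DKO cells Sost was 2063 ± 30.2 CPM in static and 1887 ± 128 CPM in FFSS cells (SD, n = 3), a difference that was not past the threshold (log2 fold change −0.13, SE 0.71, edgeR adjusted p = 0.969). It was higher in DKO than in control static cells, where it was 5.35 ± 6.14 CPM (SD, n = 3, log2 fold change 8.59, SE 1.03, edgeR adjusted p = 9.8e-05). With single libraries left out in turn, this log2 fold change between genotypes ran from 8.15 to 10.1. Dmp1 (ENSMUSG00000029307, chromosome 5, 104631632 to 104643121) had 1883, 322 and 318 counts in control FFSS replicates 1, 2 and 3, and its change in control cells was within the spread between replicates (log2 fold change 0.54, SE 0.64, edgeR adjusted p = 0.551). The log2 fold change was −0.90 when control FFSS replicate 1 was left out, which was past the threshold in the opposite direction (edgeR adjusted p = 0.00451, with a range of 0.00113 to 0.99 over the alternatives). Over the alternatives the log2 fold change ran from −0.90 to 2.16. The lowest adjusted p of that range belonged to a rise, so the direction is not settled. In DKO cells Dmp1 rose from 582.4 ± 30.02 to 1023 ± 76.4 CPM (SD, n = 3). This rise was not past the threshold (log2 fold change 0.81, SE 0.59, edgeR adjusted p = 0.645) but was in 3 of 25 alternatives, among them the fit of the 6 DKO libraries alone (edgeR adjusted p = 3.36e-10, the lowest of a range that reached 0.843).

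Apln (ENSMUSG00000037010, chromosome X, 45378323 to 45388030) fell from 158 ± 1.82 to 23.9 ± 1.5 CPM in control cells (SD, n = 3, log2 fold change −2.72, SE 0.11, edgeR adjusted p = 1.46e-08) and from 184 ± 27.3 to 82.3 ± 9.41 CPM in DKO cells (SD, n = 3, log2 fold change −1.17, SE 0.10, edgeR adjusted p = 8.07e-05). The interaction was 1.56 (SE 0.15, edgeR adjusted p = 0.000211). Ankrd37 also had an interaction (1.82, SE 0.39, edgeR adjusted p = 0.0221, not past the threshold in 8 of 24 alternatives), while for Gpr35, which fell by 3.01 on the log2 scale in control cells, the interaction was not past the threshold (−1.01, SE 0.68, edgeR adjusted p = 0.39). Among the class IIa deacetylases, Hdac5 fell in control cells under FFSS (log2 fold change −0.71, SE 0.08, edgeR adjusted p = 3.58e-05) and the interaction was 0.85 (SE 0.11, edgeR adjusted p = 0.00152). Hdac4 (ENSMUSG00000026313) rose in control cells (log2 fold change 0.50, SE 0.13, edgeR adjusted p = 0.00882), but was not past the threshold with the share of reads outside genes in the model (log2 fold change 0.15). Its interaction was not past the threshold over all genes (−0.62, SE 0.19, edgeR adjusted p = 0.0817) but was over the list alone (edgeR adjusted p = 0.0247). Hdac4 (ENSMUSG00000073617) and Hdac7 were not past the threshold over all genes for FFSS in control cells (log2 fold changes 0.07 and −0.36, edgeR adjusted p = 0.723 and 0.0578). Hdac7 was past it over the list alone (edgeR adjusted p = 0.0369) and in 8 of 26 alternatives. Hdac9 (ENSMUSG00000004698, chromosome 12, 34732451 to 35213754) fell from 6.37 ± 0.732 to 1.37 ± 0.511 CPM in control cells and was 29.9 ± 2.99 and 23.4 ± 0.917 CPM in DKO cells (SD, n = 3, interaction 1.86, SE 0.23, edgeR adjusted p = 0.000953). Of the genes for focal adhesion kinase, its relatives and integrins, Itga5 (log2 fold change 0.71), Itgb1 (−0.23) and Itgb3 (−0.56) had an edgeR adjusted p under 0.05 for FFSS in control cells, and none changed more than 2-fold. These 3 genes were not past the threshold in 1, 7 and 8 of 26 alternatives. The log2 fold change of Itgb3 was 0.0400 when the share of reads outside genes was in the model, and not past the threshold (edgeR adjusted p = 0.914). In that model the log2 fold change of Itga3 was −0.57 and past the threshold (edgeR adjusted p = 0.000320). Without the share it was 0.18 and not past the threshold (edgeR adjusted p = 0.450). Ptk2, which encodes focal adhesion kinase, had a log2 fold change of −0.04 (SE 0.06, edgeR adjusted p = 0.673). This log2 fold change was 0.0845 when only library totals were used for scaling, which shifted the median of all genes to 0.13.

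**Figure D3:**
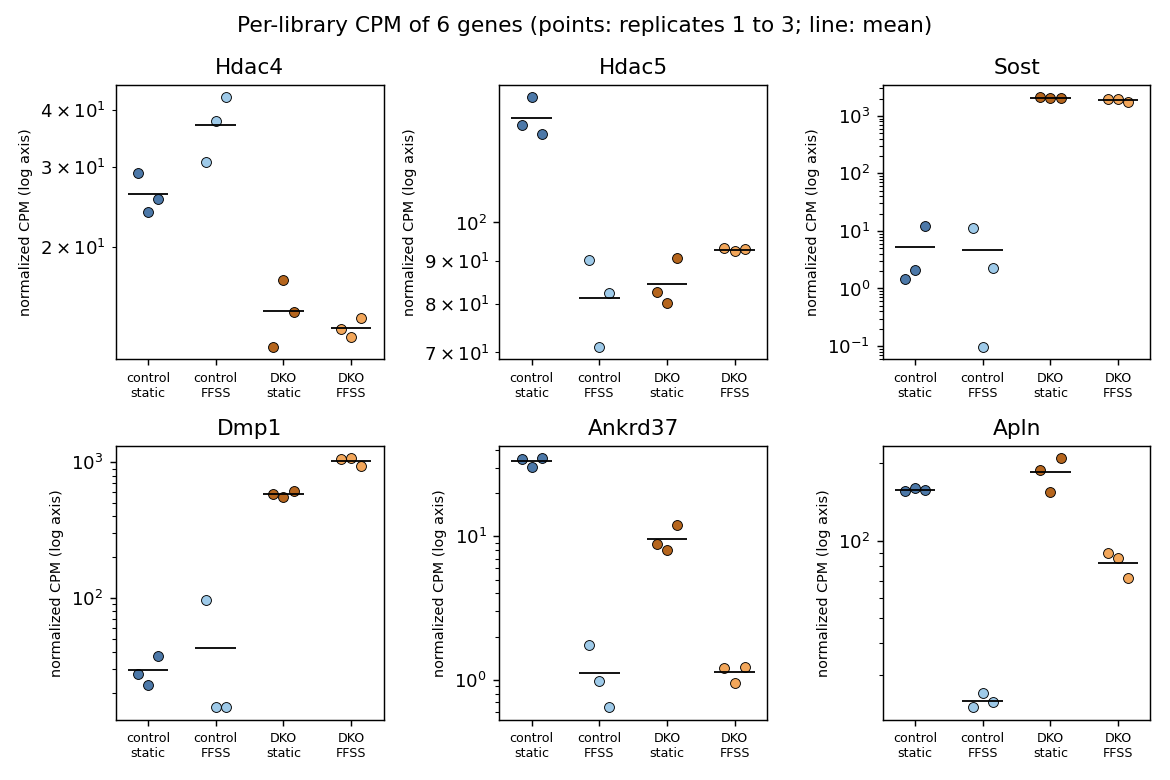
Normalised CPM (log axis) of Hdac4 (ENSMUSG00000026313), Hdac5, Sost, Dmp1, Ankrd37 and Apln in each library, 1 point per library in the 4 groups, with a line at each group mean. Sost lies between 0.0977 and 12.4 CPM in the control libraries and between 1741 and 2097 CPM in the DKO libraries, and Hdac4 and Hdac5 are reduced but present in DKO static cells.

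Reads outside annotated genes, which enter none of the gene comparisons, were 5.14% ± 0.0616 of uniquely aligned reads in control static, 8.37% ± 2.20 in control FFSS, 7.11% ± 0.0363 in DKO static and 8.19% ± 0.323 in DKO FFSS libraries (SD, n = 3 each). The rise under FFSS was 3.23 percentage points in control and 1.08 in DKO cells. By an exact two-sided permutation test p was 0.1 for each genotype (n = 3 against 3), the smallest value this design allows.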

Values the study reported

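The study reported 369 transcripts regulated in Ocy454 cells after 3 h of FFSS. In comparisons with its other data sets it gave 362 genes regulated by FFSS. It took 12,849 genes as expressed when testing overlaps between gene sets.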

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

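Among the tests in this part, those of GC content and length, of DKO reads in control libraries, of the spread between control FFSS replicates, of genomic DNA, of the most abundant genes, of the covariate and of depth were chosen only after the results were seen, whereas the splits of the samples were planned. Groups of 3 libraries are too small for a test of outlying samples, and none was made.

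The interaction was tested directly. The difference between control and DKO cells in their response to FFSS was past the adjusted p threshold for 591 genes. With the 2-fold limit added, it was called for 97 genes. Among the genes named, the interaction log2 fold change was 2.52 for Adm, 2.31 for Hspa1b, 2.24 for Robo1, −1.71 for Tnfsf11, −1.78 for Sema7a and −1.79 for Abca3. Of the genes the study names it was 0.85 for Hdac5, 1.86 for Hdac9, 1.82 for Ankrd37 and 1.56 for Apln. Hdac5 was past the adjusted p threshold but not the 2-fold limit, so it is not among the 97. Of these 10 genes, Robo1 was not past the adjusted p threshold in 10 of 24 alternatives and Ankrd37 in 8 of 24. The others were past it with the same sign in all 24. The reads of Hspa1b can be lost to its near-identical copy Hspa1a, and those of Ankrd37 to the overlapping gene Ufsp2, so that their levels are uncertain.

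The response was larger in control cells, which may reflect the loss of HDAC4 and HDAC5, another difference between the cell lines, or a technical difference between libraries. Starting levels also differed. In DKO static cells Tnfsf11 (13.5 CPM), Sema7a (55.2), Abca3 (5.70) and Hspa1b (2.06) already lay beyond their control FFSS means. The latter were 3.40, 49.4, 4.24 and 6.32 CPM, with Hspa1b falling in control cells. Adm (18.3 CPM) and Robo1 (3.33) did not lie beyond theirs (0.364 and 0.556). Where starting levels differ, the interaction cannot tell a lost response from a level already reached. GC content and gene length explained 1.99% of the variance of the interaction log2 fold changes over 11628 genes, and 0% after a correction for them. With the correction there were 105 interaction calls, 89 of them among the 97. Subtracting a DKO profile from the control libraries gave 103 calls, 96 of them among the 97. Most of the 97 therefore do not rest on either. With the share of reads outside genes in the model there were 67 calls, but only 42 of them were among the 97, so that a technical difference that this share tracks is not excluded. Without control FFSS replicate 1 there were 1138 interaction calls, 95 of them among the 97, whereas leaving out any other replicate of the 4 groups lowered the count, to between 42 and 58. Of the 32 ways of placing the FFSS and static labels within same-numbered pairs of libraries, 8 gave at least 97 interaction calls, the real one included. All 8 had the real labels in control cells, and the others among them swapped DKO labels alone. Such a swap turns round a smaller response that has mostly the same direction as that of control cells, which widens the difference, and swapping all DKO pairs gave 887. These swaps therefore say little about whether the interaction arose by chance. The other 24 gave 0 calls, with between 93 and 2665 genes at an unadjusted p under 0.05. How many genes differ in their response is thus not settled, and the loss of HDAC4 and HDAC5 cannot be told apart from another difference between the lines.

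The share of reads outside annotated genes, which entered none of the gene comparisons, was higher under FFSS than in static cells, with means of 8.37% in control and 8.19% in DKO cells against 5.14% and 7.11%. All 3 FFSS libraries lay above all 3 static libraries in each genotype. In one genotype, 10% of measures would separate 3 from 3 by chance, counting either direction. In control FFSS replicates 1, 2 and 3 the share was 5.87%, 9.19% and 10.04%. Depth is not a likely explanation, since FFSS libraries differed from static ones by only −0.63 M assigned reads in control cells and −0.71 M in DKO cells, while the share rose by 3.23 points in one and 1.08 in the other. Genomic DNA in the libraries would add reads to silent genes. Across 1672 olfactory and vomeronasal receptor gene IDs, the gain of counts over control static libraries was 0.0481 of that expected from genomic DNA in the replicate with the largest share, and 0.0699 and 0.0191 in replicates 1 and 2. Unspliced or unannotated transcripts were not tested, because reads were not used here. No biological explanation was tested for this share.

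The control FFSS replicates differed in their response, with the share of reads outside genes and the number of responding genes both lowest in replicate 1. GC content and gene length explained 0.338% of the variance of the log2 fold changes for FFSS in control cells, and 0% after the correction, with which 898 genes were called, 874 of them among the 884. The correction did not bring the replicates closer. The number of genes with a log2 difference from the control static mean above 1 in either direction was 430, 1701 and 1785 after it, against 435, 1715 and 1772 before, and the ratio of the highest to the lowest was 4.15. The 10 most abundant genes of each library held 5.55%, 3.26% and 3.28% of counts in control FFSS replicates 1, 2 and 3 and from 5.51% to 6.27% in control static libraries, so that the share lay up to 2.25 percentage points under the static range in the replicates with the larger response. This fall may be part of the response, and the replicate difference cannot be told apart from it. With the share of reads outside genes in the model, 198 genes were called for FFSS in control cells, of which 101 were among the 884. That share is itself part of the difference between the replicates, so it may be a consequence of a stronger response or a sign of a technical difference, and these cannot be told apart.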

How the results depend on the processing

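The share of reads outside genes as a covariate, the GC and length corrections, the subtraction of a DKO profile and the shortened hypoxia list were chosen after seeing the data. Comparison counts stayed within 1.5 times their value in 109 fits, were smaller in 18 and larger in 11. Of the share and median responses, 68 moved by less than the spread between replicates and 16 moved by more. Gene lists kept their direction and side of the threshold in 318 fits, were no longer past it in 21 and reversed in 6. Single genes kept both in 1651, were no longer past it in 48, newly past it in 29 and reversed in 37. Except where a value shows it, the cause was not tested.

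With no fold limit 5338 genes passed for FFSS in control cells, 130 for FFSS in DKO cells, 591 for the interaction, 8084 for DKO against control static and 8438 for DKO against control FFSS cells, and the DKO medians of the genes called in control cells were 0.11 (higher) and −0.10 (lower). At an adjusted p under 0.01 there were 441 calls for FFSS in control cells and 34 for the interaction, and the median of the genes called lower was −0.26. DESeq2 called 176 genes for the interaction. With limma-voom the median of the genes called lower was −0.15, and the share of calls that were higher was 53.9% for FFSS in control cells and 79.5% for the interaction, against 66.7% and 57.7%.

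When only the 6 samples of a comparison were fitted, 438 genes were called for FFSS in control and 46 in DKO cells, the shared percentage was 4.11 and the median of the genes called lower was −0.26. The control libraries varied more than the DKO libraries (biological coefficient of variation 0.132 and 0.0405), which shows how a shared estimate favours calls in control cells.

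Scaling by library totals alone shifted the median of all genes to 0.13 for FFSS in control cells, −0.13 for the interaction, −0.07 for DKO against control static and −0.25 for DKO against control FFSS cells. The higher share of calls became 77.3%, 36.8%, 45.02% and 34.6%, against 66.7%, 57.7%, 52.2% and 48.0%. With this shift, the log2 fold changes for FFSS in control cells became 0.0845 for Ptk2 and 0.0744 for Itgb5. The list medians became 0.00915 for proliferation in control cells and 0.00669 for heat shock in DKO cells. None of these was past the threshold. The SRF and YAP list was no longer past the threshold for the interaction (−0.33, against −0.21) and in static cells (−0.68, against −0.60), although its medians were larger in size.

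The replicate number as a block gave 882, 14, 84, 2271 and 2545 calls in the order above, with 839, 13, 76, 2247 and 2517 shared. With GC and length correction and the block, 891, 14, 95, 2234 and 2530 genes were called. The log2 fold change of Zmynd17, near 0 in DKO cells, reversed to −0.000383 with the block and −0.0235 after downsampling. It was −0.0039 with GC and length correction and −0.00906 with that and the block. With limma-voom the log2 fold change of Dmp1 was −0.0125 for FFSS in control cells.

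With the share of reads outside genes as a covariate, 198 genes were called for FFSS in control cells (73 higher and 125 lower), 50 in DKO cells (20 and 30) and 67 for the interaction (47 and 20), the shared percentage was 9.60 and the medians were 0.35 and −0.47. The log2 fold changes for FFSS in control cells were 1.52 for Sost, −0.34 for Zmynd17, 0.13 for Ptk2 and −0.27 for Ptk2b. Those of the integrin genes were −0.57 for Itga3, 0.13 for Itga10, 0.0400 for Itgb3 and 0.10 for Itgb5. Of all these genes only Itga3 was past the threshold (edgeR adjusted p = 0.000320), with the sign opposite to that of the main fit. In DKO cells the log2 fold changes were 0.69 for Sost and −0.29 for Zmynd17. For the interaction they were −0.84 for Sost, −0.62 for Dmp1 and 0.0533 for Zmynd17.

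With the correlation between genes estimated per list, the median cannot change, and 16 of the 18 list results that had passed were no longer past the threshold. These were heat shock (−0.30), SRF and YAP (0.45) and proliferation (−0.11) for FFSS in control cells, SRF and YAP (0.19) and proliferation (−0.14) in DKO cells, and hypoxia (0.57), heat shock (0.38) and SRF and YAP (−0.21) for the interaction. Between genotypes they were hypoxia (−1.26), heat shock (−0.77), SRF and YAP (−0.60) and proliferation (−0.31) in static cells, and hypoxia (−0.67), heat shock (−0.54), SRF and YAP (−0.86) and proliferation (−0.33) under FFSS. Against random lists, proliferation (−0.11) for FFSS in control cells was also not past the threshold.

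Leaving out each of the 12 replicates in turn gave from 494 to 1696 calls for FFSS in control cells, from 8 to 39 in DKO cells and from 42 to 1138 for the interaction, with the highest value of each when control FFSS replicate 1 was left out. Counts for DKO against control ran from 2132 to 2430 in static and from 2298 to 3011 in FFSS cells. The shared percentage ran from 0.712 to 2.43, and the medians from 0.17 to 0.29 and from −0.28 to −0.14. For FFSS in control cells Hdac4 (ENSMUSG00000073617) ran from −0.15 to 0.20, Sost from −2.17 to 1.32, Dmp1 from −0.90 to 0.93 and Itgb5 from −0.12 to 0.0329, and for FFSS in DKO cells Zmynd17 from −0.0775 to 0.14. For the interaction Hdac4 (ENSMUSG00000073617) ran from −0.25 to 0.11, Hdac7 from −0.0129 to 0.35, Sost from −1.45 to 2.04 and Dmp1 from −0.12 to 1.72. The heat shock list in DKO cells ran from −0.0231 to 0.0162, and for the interaction the SRF and YAP list from −0.54 to −0.17 and the proliferation list from −0.0571 to 0.0109.

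Depth was similar in all libraries, and downsampling to the smallest gave 886, 14, 92, 2234 and 2520 calls. Depth limits genes at the floor, such as Nkd1 and Morc1 with at most 3 and 2 counts in DKO static libraries, to a lower bound of the fold. For Sost in control cells the limit is the spread between libraries of similar depth, which had from 2 to 236 counts. The fit of 6 samples and the exact test give no interaction.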

Other observations

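Of the tests in this part, the splits of the samples, the gene lists, the copy number, the depth and the replicate spread were planned. The tests of the hypoxia list without 4 of its genes, and of DKO reads in control libraries, were chosen only after the results were seen. Testing all lists with an estimated correlation was planned, but its use to test the hypoxia list in DKO cells was also chosen after.

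The number of genes called for FFSS in control cells was 884. That is higher than both counts of genes or transcripts regulated by FFSS that are quoted from the study above. The text of the study does not tie those values to these libraries. The number here fell to 438 when only the 6 control libraries were fitted. With the share of reads outside genes as a covariate it fell to 198, below both counts.

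Each comparison of groups was recomputed for the other ways of dividing the same libraries. Among the 4 splits of 6 libraries that part all same-numbered pairs, 1 of 4, the real one, gave as many calls in each of FFSS in control cells, FFSS in DKO cells, DKO against control static and DKO against control FFSS cells. The other 3 gave 0 calls each, with between 268 and 3435, 197 and 401, 109 and 172, and 239 and 1733 genes at an unadjusted p under 0.05. With 4 splits the share cannot be below 0.25, and the 10 splits without regard to pairing would also keep it at or above 0.1, so these designs cannot settle the question.

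Fewer genes were called for FFSS in DKO than in control cells. A larger spread between DKO replicates is not the explanation, since the median biological coefficient of variation in DKO minus control libraries was −0.0759. Lower depth of DKO libraries is not the explanation either, since they were not shallower on average. Mean totals were 19.1 M (static) and 18.4 M (FFSS) in DKO cells, against 18.9 and 18.3 M in control cells. Downsampling to the smallest total, after which the ratio of control to DKO calls was 63.3, therefore had no such deficit to remove. The shared estimate of the spread is part of it, because fits of 6 libraries gave 438 control and 46 DKO calls. A weaker response in DKO cells may account for the rest, as a hypothesis that genotype and cell line share.

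FFSS was applied by agitating the dishes, which could change the oxygen at the cells. This was tested with a list of 34 genes induced by hypoxia. In control cells 32 of the 34 were lower under FFSS, with a median log2 fold change of −1.01 (limma camera, Benjamini-Hochberg adjusted p = 5.04e-40). By library the medians were −0.73, −1.40 and −1.29 for replicates 1, 2 and 3. In DKO cells 31 of the 34 were lower, with a median of −0.36 (limma camera adjusted p = 7.21e-39) and medians of −0.33, −0.38 and −0.34 by library. With an inter-gene correlation estimated per list, the limma camera adjusted p was 0.0394 in both genotypes, the highest of the 18 alternatives, which ranged from 4.64e-49 in control and 1.06e-61 in DKO cells. Ankrd37, Adm, Vegfa and Ndrg1 do not carry the result. Without these 4 genes the medians were −0.94 and −0.32 and the limma camera adjusted p in DKO cells was 1.84e-29. Of the 4, only Ankrd37 is in the fixed list of genes the study names. Among 10000 random lists matched on expression, none had a median as low in either genotype. The hypothesis that mixing raised the oxygen at the cells predicted these lower values and remains, but shear itself or a change of medium was not tested apart from it. Other experiments of the paper bear on this hypothesis. The paper reports that a FAK inhibitor changed Ankrd37 and Apln in mouse bone in the direction it predicted. It also reports that FAK-deficient cells under FFSS did not regulate most FFSS-sensitive transcripts. Those data were not used here. The genes named for FFSS include Ankrd37 and Egln3, which are members of this list, and Adm, another member, is among the interaction genes. The interaction of the list had a median of 0.57, which was not past the threshold with an estimated correlation. The list was already lower in DKO than in control static cells, with a median of −1.26, also not past the threshold with an estimated correlation.

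Warmer cells on the platform were also considered. The heat shock list would then rise, but its median in control cells was −0.30, with 16 of 17 genes lower (limma camera adjusted p = 7.07e-09, with a range of 1.94e-11 to 0.0611 over the alternatives), and in DKO cells −0.00418. Warming therefore does not account for the response. Targets of SRF and YAP, transcription factors that answer to mechanical force, had a median of 0.45 in control cells, 20 of 23 higher, and of 0.19 in DKO cells, 17 of 23 higher. By library the control medians were −0.10, 0.66 and 0.73 for replicates 1, 2 and 3. These list results were not past the threshold with an estimated correlation.

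Many genes differed between DKO and control static cells. Different growth of the lines was tested with 30 proliferation genes, of which 24 were lower in DKO cells, with a median of −0.31 (limma camera adjusted p = 0.000314, with a range of 5.60e-05 to 0.247 over the alternatives). Growth may thus contribute, although the list was not past the threshold with an estimated correlation. Gene copy number was tested with chromosome medians. Genes on chromosome 18 had a median log2 fold change of 0.37 in static cells and 0.34 under FFSS, those on chromosome 14 had 0.28 and 0.21, and those on chromosome 3 had 0.25 and 0.23. Chromosomes 13 and 16 had −0.24 and −0.25 in static cells and −0.28 and −0.39 under FFSS. The median of chromosome 16 was thus less constant between conditions than those of the other chromosomes named. The FFSS comparisons had medians of 0.00576 and −0.0294 on chromosome 18. With library totals alone the median of all genes shifted to −0.07 in static cells, which is smaller in size than the static medians given, but to −0.25 under FFSS, which is larger in size than the FFSS medians of chromosomes 14 and 3. A difference in copy number between the lines is a candidate explanation for part of the genotype differences. Reads or genotypes that would show it were not used here, and the effect of HDAC4 and HDAC5 loss cannot be separated from it.

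Genes near absent from control cells were seen in some control libraries. Over 12 such genes, the level in each control library as a share of the DKO mean had a median of 0.632% in control FFSS replicate 1 and 0.614% in control static replicate 3, and of 0.0965%, 0.128%, 0.142% and 0.324% in the others. If reads or cells of DKO libraries were mixed in, the share would be about equal over genes. The ratio of the upper to the lower quartile was 1.36 in control FFSS replicate 1 and 1.79 in control static replicate 3. A small admixture of DKO reads is therefore a candidate explanation, and for Sost it could account for the 236 and 221 counts in those libraries beside 28, 41, 2 and 46 in the others. For Dmp1 it is too small, since control FFSS replicate 1 had 96.7 CPM against 582.4 ± 30.02 CPM in DKO static cells (SD, n = 3). Whether the source is a mix-up of reads between libraries or of cells was not tested. After the profile was subtracted, 894 genes were called for FFSS in control cells.

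Some long noncoding RNAs, chosen after their values were seen, also set control FFSS replicate 1 apart. Xist had 306, 1305 and 1319 counts in control FFSS replicates 1, 2 and 3, against 396, 380 and 363 in control static libraries. Neat1 had 2584, 6560 and 8402 against 2315, 2439 and 2471. Malat1 had 1336, 3151 and 3493 against 1046, 1354 and 1246. Xist and Malat1 each overlap a gene on the opposite strand, so their levels are uncertain. No biological explanation was tested.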
